# Derivation of porcine extraembryonic endoderm‐like cells from blastocysts

**DOI:** 10.1111/cpr.12782

**Published:** 2020-03-20

**Authors:** Yan Li, Shuang Wu, Yang Yu, Heng Zhang, Renyue Wei, Jiawei Lv, Mingming Cai, Xu Yang, Yu Zhang, Zhonghua Liu

**Keywords:** extraembryonic endoderm cell, FGF, pig, primitive endoderm

## Abstract

**Objectives:**

Extraembryonic endoderm (XEN) cells are isolated from primitive endoderm (PrE) of blastocysts. Just like PrE, XEN cells have the ability to differentiate into parietal endoderm (PE) and visceral endoderm (VE), and therefore, they are useful tools for studying mechanisms of PrE cells development and differentiation. Pig is an ideal model for studying human cardiovascular and metabolic diseases and a potential organ source for allotransplantation, while no XEN cell has been obtained from porcine embryos.

**Materials and Methods:**

Using a serum‐free culture system, we directly derived porcine extraembryonic endoderm‐like cells (pXEN‐like cells) from day 6‐7 blastocysts, which could maintain self‐renewal for at least 30 passages.

**Results:**

The pXEN‐like cells resembled mouse XEN cells with large and flat clone morphology and expressed XEN marker genes but not pluripotent genes. Upon in vitro induction, the cells could differentiate into VE and PE. FGF/MEK signalling was not only essential for the maintenance of pXEN‐like cells, but also the induction of pXEN‐like cells from porcine embryonic stem (pES) cells.

**Conclusions:**

We directly obtained cell lines with XEN characteristics from porcine embryos for the first time. The cells will be helpful tools for studying embryonic development and cell differentiation, which also represent promising cell sources for human regenerative medicine.

## 1 INTRODUCTION

After the first germ layer differentiation, a fertilized egg develops into a blastocyst.^1^ Prior to implantation, the outer layer of blastocysts forms trophectoderm, which contributes to the placenta and foetal membrane, and the internal cells of blastocysts are called inner cell mass (ICM).^2^ And then, the ICM differentiates into epiblast (Epi) and primitive endoderm (PrE). The Epi contributes to the foetal body and the PrE segregates into two subpopulations of extraembryonic endoderm: visceral endoderm (VE) and parietal endoderm (PE).^3^, ^4^

Recently, researchers established different kinds of stem cells from different embryonic stages. Embryonic stem (ES) cells are derived from ICM or Epi, and they can be maintained in vitro in an undifferentiated state.^5^, ^6^ Trophoblast stem (TS) cells obtained from trophectoderm exhibit flat clonal morphology and express specific marker *Cdx2*.^2^ Extraembryonic endoderm (XEN) cells are isolated from PrE of the implanted blastocysts, and they have epiblast stem cell‐like clonal morphology. However, XEN cells express markers typical of extraembryonic endoderm derivatives (*Sox17, Gata4 and Gata6*), but not those of the epiblast (*Oct4, Sox2 and Nanog*) or trophoblast (*Cdx2*). Since XEN cells have the same ability to differentiate into PE and VE as PrE, they are useful tools for studying the mechanisms of PrE cells development and differentiation.^7^

As for mouse, we can get XEN cells via three different ways. First, the cells can be derived directly from embryos.^8^, ^9^ Second, they can be converted from embryonic stem (ES) cells.^10^ Third, they can be induced from fibroblasts by overexpression of pluripotent genes, which emerge during the transition of somatic state to pluripotent state.^11^ Like mouse, rat XEN cells can be derived from embryos directly,^12^ and canine XEN‐like cells are induced from embryonic fibroblasts by introducing pluripotent genes.^13^ Pigs are not only important farm animals, but also potential candidates as human disease models because of their similarities to humans in organ size and physiological characteristics.^14^ Porcine pluripotent stem cells are useful cell sources for fundamental study and generating animal models. During the last decade, a large number of porcine ES‐like cell lines were acquired,^15^, ^16^ while research on porcine XEN cells was few. Recently, Shen et al successfully derived porcine XEN cells (pXENCs) from porcine pluripotent stem (pPS) cells,^17^ while no report shows pXEN cells can be derived from embryos directly.

Mouse XEN cell lines, derived from the PrE of blastocysts, have unique characteristics.^7^ Previous studies showed that Fgfr2 was enriched in mouse PrE cells.^18^ In addition, the studies of intracellular signal transduction suggested that FGF/ERK signalling was a critical pathway to segregate PrE from epiblast.^19^, ^20^ In the study of mouse XEN cells, some results showed that the maintenance of XEN cells in vitro also needs FGF/ERK signalling activation, and during the differentiation of mouse ES cells into XEN cells, FGF/ERK signalling is also required.^10^ But as for rat XEN cells, their proliferation is dependent on LIF signalling.^21^ Thus, the signalling pathways that regulate the growth of XEN cells have species specificity.

Here, using a serum‐free culture system, we derived porcine extraembryonic endoderm‐like cells (pXEN‐like cells) from day 6‐7 blastocysts. The cells expressed XEN marker genes *Gata4*, *Gata6* and *Sox17* and could differentiate into VE and PE upon induction. The maintenance of pXEN‐like cells depended on bFGF instead of LIF, and bFGF addition could induce pXEN‐like cells from porcine ES cells. The pXEN‐like cells will be a helpful tool for studying porcine embryonic development and represent a promising cell sources for contrasting human disease models.

## 2 MATERIALS AND METHODS

### 2.1 Animal

Porcine ovaries were collected from Guanglin slaughterhouse, and porcine spermatozoa were from Hongfu Pig Farm. All experiments involving animals were approved and conducted according to the guidelines of the Laboratory Animal Ethics Committee of Northeast Agricultural University, China.

### 2.2 Production of porcine blastocysts

Porcine blastocysts were got by in vitro oocyte maturation (IVM) and in vitro fertilization (IVF) as previously reported.^16^ Briefly, after 42 hours of cultivation in the mature medium, we selected high‐quality oocytes with the first polar body for IVF.^22^ Then, the fertilized embryos were cultured in porcine zygote 3 (PZM‐3) medium at 39°C in 5% CO_2_ atmosphere for 6‐7 days.

### 2.3 Derivation and culture of pXEN‐like cells

Porcine expanded blastocysts were selected to establish pXEN‐like cells. After mechanically removing zona pellucida using glass pipettes, the embryos were seeded on mitomycin‐treated mouse embryonic fibroblasts and cultured with PXEN medium. PEXN medium consisted of 47.5% knockout Dulbecco's modified Eagle's medium (DMEM), 0.5% B27, 0.25% N2, 0.1 mmol/L β‐mercaptoethanol, 1% MEM non‐essential amino acids, 1% penicillin‐streptomycin, 2 mmol/L l‐glutamine, 0.5 mg/mL BSA, 1 ng/mL hLIF and 16 ng/mL bFGF. After 3‐5 days, the outgrowths expanded from the edge of the embryos, and they were mechanically isolated from the feeder cells. The outgrowths tore into small pieces and transferred onto fresh feeder cells for subculture. pXEN‐like cells were passaged every 4‐5 days using 1 mg/mL collagenase IV and were cultured in humidified conditions with 5% O_2_, 5% CO_2_ and 90% N_2_ at 39°C.

The small molecule inhibitor PD0325901 (Stemgent, 04‐0006) was used at the following concentrations: 0.6 μmol/L, 3 μmol/L or 15 μmol/L.

### 2.4 Culture of porcine pluripotent stem cells

pES cells were derived from porcine embryos and maintained on mitomycin‐treated mouse embryonic fibroblasts. EPSCM medium was used to culture pES cells, which was changed daily. The composition of EPSCM medium is consistent with previous publication.^23^

The porcine induced pluripotent stem (piPS) cells are from Pengtao Liu's group by a gift, which was cultured in pEPSCM medium. The medium was changed every day.^24^

### 2.5 Immunofluorescence staining

The samples were fixed with 4% (w/v) paraformaldehyde (PFA) for 30 minutes at room temperature and then were permeabilized in 1% (v/v) Triton X‐100 for 1 hour. After blockage at 37°C for 1 hour with 1% (w/v) BSA, the cells and embryos were incubated with primary antibodies for SOX2 (Santa Cruz, sc‐17320), NANOG (Pepro Tech, 500‐P236), OCT4 (Santa Cruz, sc‐8628), CDX2 (Biogenex, MU392A‐UC), GATA4 (Abcam ab81598), GATA6 (Abcam, ab22600) or AFP (Abnova, H0000174‐M01) at 4°C overnight. After thoroughly washing, the corresponding secondary antibodies were added in and incubated at 37°C for 1 hour. Before examination, the nuclei were stained with Hoechst 33342 (Sigma, B2261).

### 2.6 RNA isolation and qPCR

Total RNA was extracted according to manufacturer's instruction using RNeasy Mini Kit (Qiagen). cDNA was synthesized using High‐Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814). Quantitative real‐time PCR was performed using Premix ExTaqTM (Perfect Real Time, TaKaRa, RR420A) and 7500 Real‐Time PCR System (Applied Biosystems). All the used primers are listed in Table 1.

**Table 1:** Primers for Quantitative real‐time PCR

Gene name	Forward primers	Reverse primers
*Oct4*	CAAACTGAGGTGCCTGCCCTTC	ATTGAACTTCACCTTCCCTCCAACC
*Sox2*	CATCAACGGTACACTGCCTCTC	ACTCTCCTCCCATTTCCCTCTTT
*Nanog*	AATGATCGTCACATATCTTCAGGCTGTA	GTTCCATGGGCTCAGTGGTCAAG
*Lif*	CACTGGAAACACGGGGCA	CACTGGAAACACGGGGCA
*Lifr*	CTCATCCCAgTGGCAGTG	CCAGAACCTCAACATTAT
*Gp130*	GACCGTTGATTATTCTCCTGTGT	TATGTGGTGGATTGGGCTTC
*Jak1*	TCGGTATGGCGGCATTCTC	CTGCTCCGTCTTGGGGTCT
*Stat3*	AACTTTATCAGTAAGGAGAGGGA	GACACAAGGATGTTGGTAGCA
*Fgf2*	GCGACCCTCACATCAAACT	CAGTGCCACATACCAACT
*Fgfr1*	ACTGCTGGAGTTAATACCACCG	GCAGAGTGATGGGAGAGTCC
*Fgfr2*	TGATGATGAGAGACTGTTGGCATGC	TCCAAGTAGTCCTCATTGGTCGTG
*Mek*	CGAGACAGCCCAGACAACAA	CGCATACCCAACAAGCAAATA
*Gata4*	CGACACCCTAATCTCGATATGTT	TTCATCTTGTGGTAGAGGCCG
*Gata6*	TTGGTTATTCCCGAATTTCTCCG	CATTCCTGCAAACTGGGTGATAC
*Sox17*	GACATGAAGATGAAGGGCGA	GTACTTGTAGTTGGGGTGGTCC
*Cdx2*	GCTATAAATGCCAGAGCCAACC	AACAACCCAAACAGCAGCAAC
*Socs3*	CCCCCCTAGAAGAGCCTATT	CCGTTGACTGTTTTCCGACA
*Gapdh*	GCAAAGTGGACATTGTCGCCATCA	TCCTGGAAGATGGTGATGGCCTTT
*Snail*	CCGAGAGTTATGCTGCCTT	AGCGTGTGGCTTCTGATGT
*Sparc*	GCTCTCGCCTAAACCCAGTT	ACCCCTGTCGGATGTAGTGA
*Fox2a,*	GTATGCTGGGAGCGGTGAAG	GTAAGTGTTCATCCCGTTCATCC
*Hnf4a*	TGGTGGACAAAGACAAGAGGAAC	TGCTATCCTCGTAGCTTGACCTG
*Afp*	TGAGGCCGTCATTGCAGATT	TCAGTGCTGGACCCTCTTCT

### 2.7 Construction of TE‐labelled EGFP embryos

The lenti‐EGFP plasmid was a gift from Prof. Jiaqiang Wang (Northeast Agricultural University). Briefly, EGFP gene was promoted by elongation factor 1α short promoter and cloned into a lentiviral backbone. 293T cells were transfected with 24 μg of plasmids, 48 μL of LTX and 24 μL of PLUS regents, and the proportions of PMD2.G (Addgene#12259), PSPAX (Addgene#12260) and lenti‐EGFP were 1:2:3. The supernatants were collected at 24 hours and 48 hours after transfection, filtered by 0.45 μm filters and concentrated by centrifugal filters (Millipore) at 4°C and 4000 *g* for 30 minutes.

The 5.5 days of small cavity blastocysts were collected, and their zona pellucida was removed by Protease K (Promega, V302B). Then, the embryos were incubated in PZM‐3 medium containing lentivirus carrying EGFP gene. After 3 hours, the embryos were washed 3‐4 times with washing solution, and then, the infected embryos were cultured in PZM‐3 medium at 39°C in 5% CO_2_ atmosphere for 12‐24 hours.

### 2.8 Isolation and culture of trophectoderm

We isolated trophectoderm from day 6‐7 embryos transfected with EGFP gene using syringe needles (Figure S1), and then, the TE was seeded on feeders and cultured with PXEN medium. The medium was changed every day.

### 2.9 Embryoid body formation

piPS cells and pXEN‐like cells were digested into single cells and suspended in substrate‐free culture dishes with 15% FBS medium. The medium was changed every other day. After 3‐5 days of cultivation, embryoid bodies (EBs) formed.

### 2.10 VE and PE differentiation

When pXEN‐like cells reached 80% confluency, they were passaged with collagenase IV and seeded on Matrigel (Corning, 35423). The culture medium was changed to PXEN without bFGF and LIF but supplemented with 10 ng/mL BMP4 or 2 mM dorsomorphin (DM). After 5 days, VE and PE differentiation ability was evaluated.

### 2.11 Trypan Blue staining

Cells were digested into single cells and washed two times with DPBS. After centrifugation, the cells were resuspended and mixed with 0.4% Trypan Blue solution at a ratio of 9:1 in volume. After dyeing at room temperature for 3‐5 minutes, the numbers of live and dead cells were counted under the microscope.

### 2.12 RNA sequencing and analysis

Cells were washed 3 times with PBS and put in small centrifuge tubes packed with lysate for RNA sequencing. The sequencing reads were aligned to pig genome (Sscrofa10.2.87) using Tophat2 alignment software with default. Gene expression level was measured as fragments per kilobase million (FPKM). Gene differential expression was analysed using the DESeq2 package in R software. Heatmaps were generated using the heatmap package in R software. Pathway analysis was performed using DAVID (gene‐enrichment analysis using EASE Score). RNA sequencing raw data was uploaded to the National Center for Biotechnology Information database under the accession number GSE140414.

### 2.13 Statistical analysis

Statistical analysis was performed using SPSS 10.0.1. To determine the significance between groups, ANOVA was used. The data were presented as mean ± SD *P* < .05 was considered statistically significant (*), and *P* < .01 was considered extremely significant (**).

## 3 RESULTS

### 3.1 Derivation of pXEN‐like cells from blastocysts

Day 6‐7 porcine blastocysts were cultured in PXEN medium, and 3‐5 days later, the outgrowth with cubical cells appeared (Figure 1A, Table 2). Then, the outgrowth was mechanically isolated and seeded on fresh feeder cells. The stably passaged cells were named pXEN‐like cells. They could be maintained at least 30 passages in vitro. The morphology of pXEN‐like cells was large and flat, just like that of mouse XEN cells (Figure 1B). Real‐time PCR and immunofluorescence analyses showed that pXEN‐like cells were positive for XEN markers, including *Gata4*, *Gata6* and *Sox17*, but not for pluripotent markers *Oct4*, *Sox2* and *Nanog* or TE marker *Cdx2* (Figure 1C‐D).

**Figure 1:**
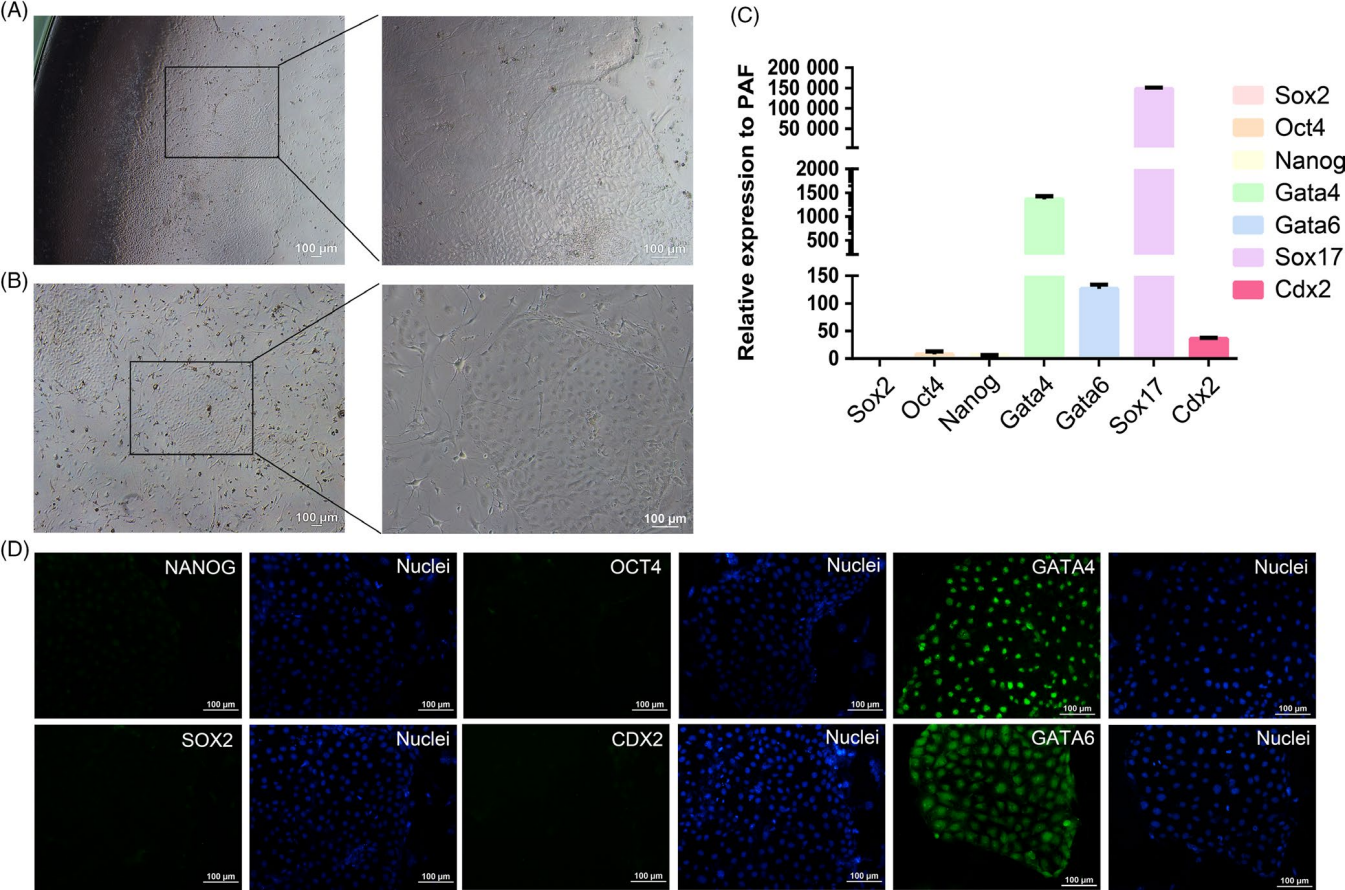
Derivation and characterization of pXEN‐like cells. A, A typical image of the outgrowth. B, The cellular morphology of the fifth passage. C, Expression levels of *Nanog*, *Oct4*, *Sox2*, *Gata4*, *Gata6* and *Sox17* were evaluated by quantitative RT‐PCR. Expression levels of the genes were relative to those of porcine adult fibroblasts (PAF). D, Immunofluorescence of pXEN‐like cells. The cells were positive for XEN markers GATA4, GATA6, but negative for pluripotent markers NANOG, OCT4 and SOX2 and TE marker CDX2 (green). Nuclei were stained with Hoechst 33342 (blue)

**Table 2:** Effect of bFGF on the establishment of pXEN‐like cells

Treatments	No. of embryos	Attached embryos (%)	Outgrowth (%)	Stable passage (%)
PXEN	52	32 (61.5 ± 12.4)a	14 (43.7 ± 11.5)a	10 (71.4 ± 1.8)a
PXEN‐bFGF	60	24 (40.0 ± 7.8)a	1 (4.2 ± 8.1)b	0b
PXEN + 3 μmol/L PD	46	16 (34.1 ± 7.1)a	0b	0b

Note

The experiment was repeated three times. Different superscripts in the same column represented significant differences (*P* < .05).

### 3.2 pXEN‐like cells are derived from ICM but not TE

Generally, XEN cells are derived from the PrE of the ICM of blastocysts.^8^, ^13^ To explore the source of pXEN‐like cells, we used TE‐labelled EGFP embryos for cell derivation (Figure 2A). After 16 days of cultivation, the EGFP‐labelled TE cells disappeared (Figure 2B). When we separated TE cells from the embryos and cultured them alone, they did not survive more than 7 days (Figure S1). Immunofluorescence staining showed that the obtained cells expressed PrE marker GATA4, but not the epiblast marker SOX2 or trophoblast marker CDX2 (Figure 2C). These results confirmed that pXEN‐like cells were derived from ICM but not TE.

**Figure 2:**
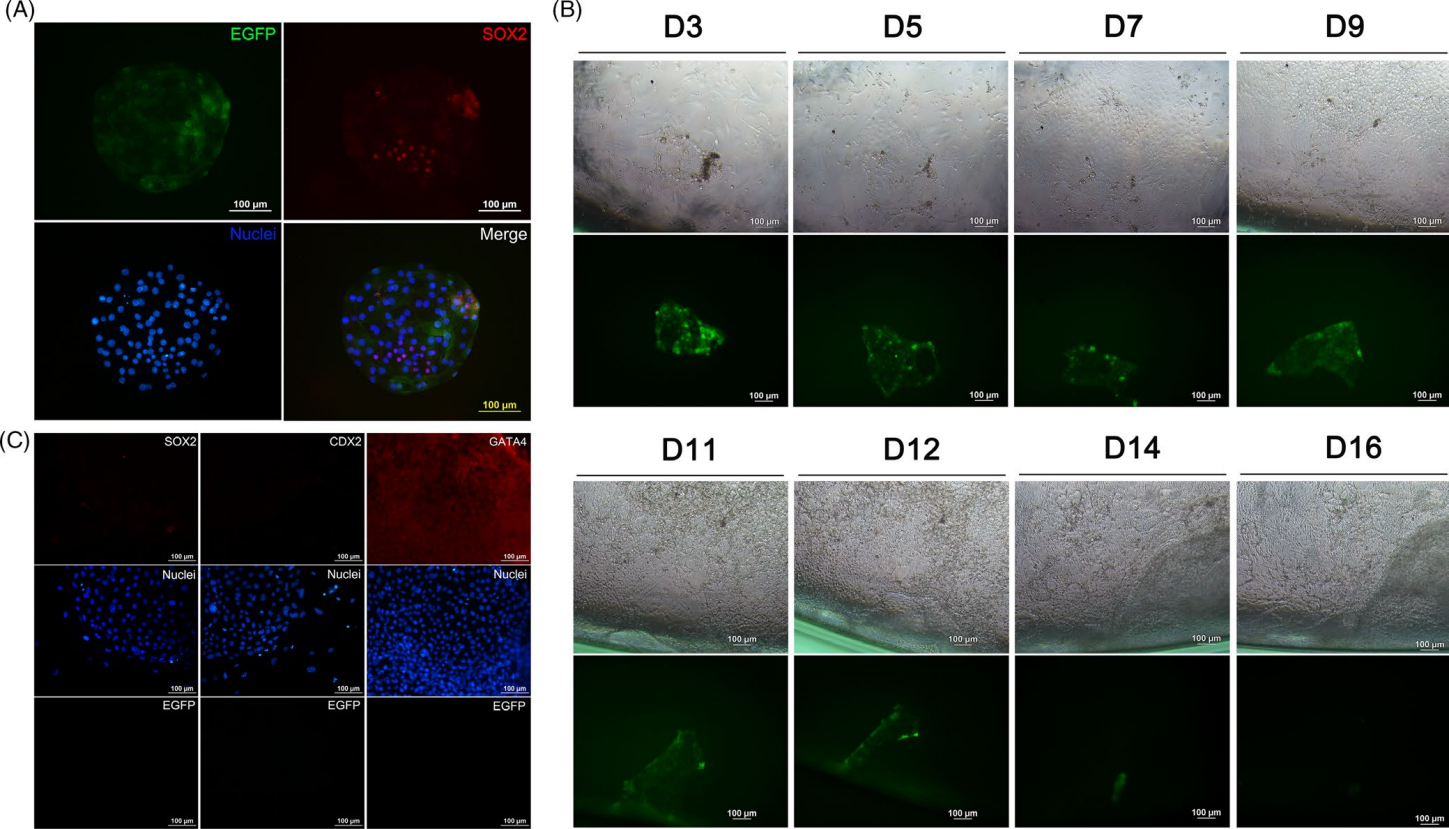
pXEN‐like cells are derived from ICM but not TE. A, The EGFP‐labelled TE cells (green) were negative for SOX2 (red). Nuclei were stained with Hoechst 33342 (blue). B, Outgrowth of the embryo inoculated for 16 days. C, Immunofluorescence staining of the derived cells. The cells were positive for GATA4 but negative for SOX2 and CDX2 (red). Nuclei were stained with Hoechst 33342 (blue)

### 3.3 pXEN‐like cells undergo PE and VE differentiation

In low‐adherent culture condition, the ES cells aggregate and form EBs, which recapitulate important aspects of early embryogenesis.^10^, ^25^ Using piPS cells, we successfully obtained EBs (Figure 3Ab). But pXEN‐like cells were difficult to generate EBs under the same condition (Figure 3Aa). Previous studies showed that XEN cells can differentiate into VE and PE of the yolk sac.^13^, ^17^ So, we used DM and BMP4 to treat the cells for PE and VE induction.^26^, ^27^ Five days later, we detected the expression pattern of PE marker genes *Sparc* and *Snail*, and VE marker genes *Fox2a*, *Hnf4a* and *Afp*. The result showed that *Sparc* and *Snail* were upregulated in the DM‐treated group, while *Fox2a*, *Hnf4a* and *Afp* were upregulated in the BMP4‐treated group (Figure 3B). Considering some studies showing that PE is an intermediate state which will be ultimately reprogrammed to VE,^26^ we examined the expression of VE marker AFP by immunofluorescence staining. The result showed that spontaneously differentiated cells were positive for AFP (Figure 3C). Taken together, we concluded that the pXEN‐like cells had the capacity to differentiate into VE and PE.

**Figure 3:**
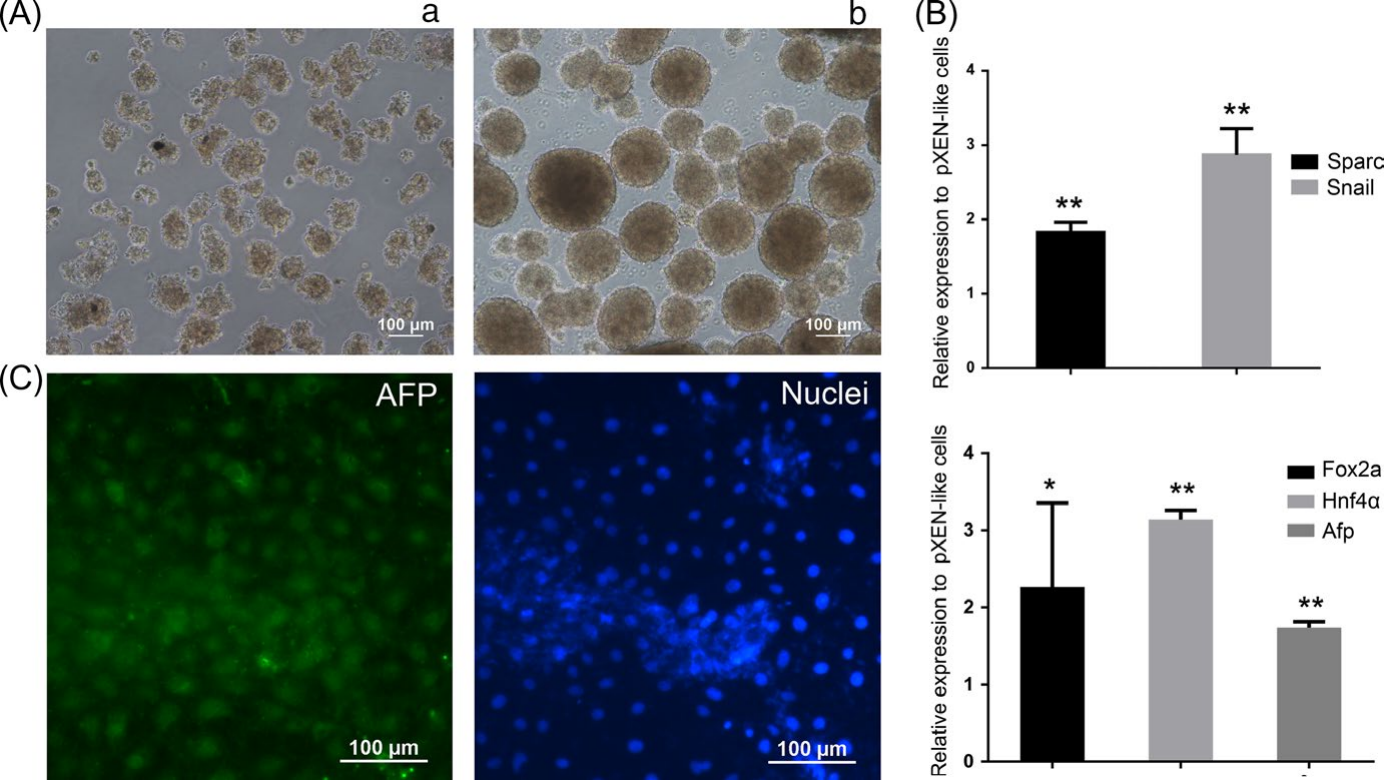
Differentiation capacity of pXEN‐like cells. A, Images of embryoid bodies of pXEN‐like cells (a) and piPS cells (b). B, Expression levels of PE markers *Sparc* and *Snail* and VE markers *Fox2a*, *Hnf4a* and *Afp* were evaluated by quantitative RT‐PCR. Expression levels of the genes were relative to those of pXEN‐like cells. C, Immunostaining for AFP (green). Nuclei were stained with Hoechst 33342 (blue)

### 3.4 RNA‐seq analysis of pXEN‐like cells

Multi‐sample cluster analysis of the RNA‐seq data indicated highly reproducible gene expression patterns in piPS cells or pXEN‐like cells; however, the gene expression patterns of these two cell lines were significantly different (Figure 4A). pXEN‐like cells expressed typical XEN marker genes, but lacking pluripotent marker genes, such as *Pou5f1*, *Sox2* and *C‐myc* (Figure 4B). 

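RNA sequencing compared 3 libraries of pXEN-like cells, which grow from blastocysts of day 6 to 7, with 3 libraries of piPS cells, porcine induced pluripotent stem cells. The sample labels give fetal fibroblasts as the source of the piPS cells and passage 15 to 25 for both cell types. Whether the 3 libraries of a cell type came from different lines or embryos is not stated in the paper's text. The authors aligned the reads to the pig genome Sscrofa10.2 (Ensembl 87) with TopHat2 and deposited 1 FPKM value (fragments scaled by transcript length and by the number of mapped fragments) per library for 25322 Ensembl genes and 92 ERCC spike-ins, which are synthetic RNAs of known sequence added to a sample. FPKM values are already divided by transcript length and library size, and the files give no read counts, so the absolute depth of the libraries is unknown. Genes with low values change in steps of whole reads, and these steps give the relative depth. Between 957 and 1845 genes were above 0 and below 0.5 FPKM in both pXEN-like library 3 and another library. From the most frequent ratio of their values, the relative depth was 0.819 for pXEN-like library 1, 0.941 for pXEN-like library 2 and 1 for pXEN-like library 3, which served as the reference. It was 2.08, 1.99 and 2.01 for piPS libraries 1, 2 and 3. The next most frequent ratio would give relative depths of 1.04, 0.664 and 1.01 for piPS libraries 1, 2 and 3, and of 1.64 and 1.88 for pXEN-like libraries 1 and 2, so the relative depths are uncertain between and within the cell types. At least 1 FPKM was reached by 9414 ± 234 genes in piPS cells and 8746 ± 129 genes in pXEN-like cells (SD, n = 3 each). The FPKM total of a library ran from 2150430 to 10792200, and 20 genes held between 54.9% and 89.2% of it. Without these 20 genes the total was 902345 ± 25669 in piPS cells and 1544480 ± 120346 in pXEN-like cells (SD, n = 3 each), so that the scaling between libraries is a choice that could change the number of differentially expressed genes. The values were used as deposited, without further scaling. Genes with a mean of at least 1 FPKM over the 6 libraries were kept, which left 9953 genes and spike-ins, and the test for differential expression was limma on log2(FPKM + 1).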

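Spearman's correlation coefficient was computed between all pairs of libraries over the genes and spike-ins that were kept. It was 0.958 ± 0.0041 among pXEN-like libraries (SD, n = 3 pairs) and 0.941 ± 0.0112 among piPS libraries (SD, n = 3 pairs). Between a piPS and a pXEN-like library it was 0.645 ± 0.0524 (SD, n = 9 pairs that share libraries). The lowest correlation within a cell type was 0.928, for piPS libraries 1 and 3, and the highest between the cell types was 0.714, so the difference between the cell types was larger than the spread between replicates. The spike-ins, described below, also differed between the cell types. A difference in library preparation could therefore be part of this difference and cannot be separated from the cell type. The mean correlation within the cell types exceeded the mean between them by 0.304 (exact permutation test of the labels over 10 splits, one-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Complete-linkage clustering on these correlations separated the cell types at its first division. Libraries 2 and 3 were the closest pair in each cell type. Replicates were separate libraries in their values: at most 0.010% of the values of a pair were identical (piPS libraries 1 and 2), and the median absolute difference between replicates ran from 0.196 to 0.477 on the log2 scale, the smallest for pXEN-like libraries 2 and 3 and the largest for piPS libraries 1 and 3. The choice that moved the correlation between the cell types most was the filter. With all 16184 genes and spike-ins above 0 in at least 1 library, the mean was 0.768 between the cell types and 0.942 within them. From the clustering in Figure 4A, the paper states that the expression patterns were highly reproducible within piPS and pXEN-like cells and differed significantly between these cell lines.

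**Figure D1:**
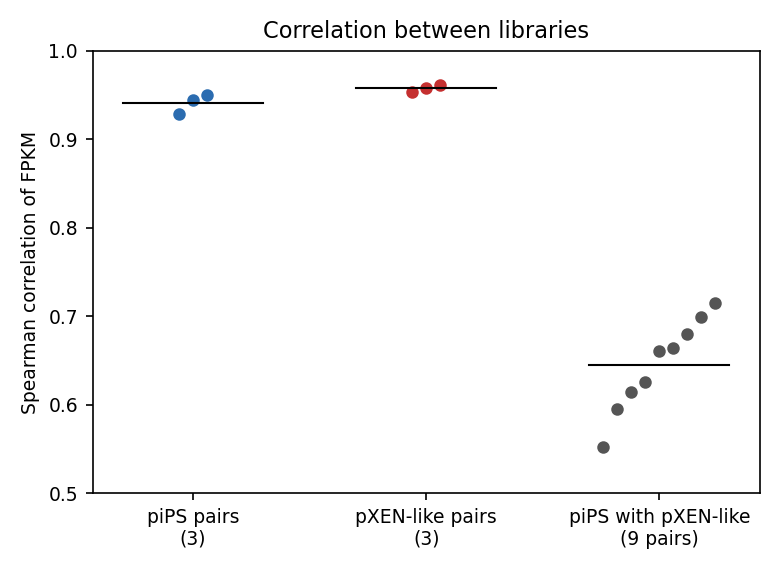
Spearman's correlation of FPKM for each pair of libraries over genes with a mean of at least 1 FPKM. Points are pairs and bars are means; the vertical axis starts at 0.5. The 6 pairs within a cell type lie at or above 0.928 and the 9 pairs between cell types at or below 0.714.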

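Differentially expressed genes between pXEN-like and piPS cells were called with limma at an unadjusted p under 0.05, the level of significance in the paper's statistics section, and an absolute log2 fold change of at least 1. In pXEN-like cells, 2344 genes were upregulated and 3047 were downregulated. With the Benjamini-Hochberg adjusted p under 0.05 in place of the unadjusted p, 2318 were upregulated and 3015 downregulated. Upregulated genes made up 43.5% of the calls. This share depended on the scaling between libraries. It was 47.6% after quantile normalization and 48.3% after median-of-ratios scaling. Rescaling each library to the same total without the 20 genes of highest mean over all libraries gave 23.7% (1362 upregulated and 4392 downregulated). Scaling to the ERCC spike-ins gave 89.8% (6839 upregulated and 774 downregulated). That scaling assumes that all spike-ins shift by a single factor, which their unequal shifts speak against. With each library left out in turn, between 2146 and 2450 genes were upregulated and between 2614 and 3172 were downregulated. The paper's Table S2 lists 1795 upregulated genes and its Table S3 lists 1988 downregulated ones. The largest p in these tables of the paper is 0.0496 and the smallest absolute log2 fold change is 1.00. Of the genes in Table S2, 1697 (94.5%) were among the upregulated genes found here, and of those in Table S3, 1929 (97.0%) were among the downregulated ones. No gene was called in opposite directions with the values as deposited. With the rescaling without the 20 highest genes, 913 genes of Table S2 (50.9%) and 1986 of Table S3 (99.9%) were called in the paper's direction. With spike-in scaling these were 1795 genes of Table S2 (100%) and 478 of Table S3 (24.0%), and 383 genes of Table S3 were called upregulated. With the values as deposited, outside the tables, 647 genes were called upregulated and 1118 downregulated. When only genes with a mean of at least 5 FPKM were kept, 1741 genes were upregulated and 1981 downregulated, of which 85 and 94 were outside the tables. Across the 3783 rows of both tables, the paper's log2 fold changes and those found here had a Spearman's correlation of 0.997, which is a correlation across genes from the same libraries and no independent check. The methods name DESeq2, which needs counts and could not be repeated on FPKM. In the tables, average expression (logCPM) minus log2 of the mean deposited FPKM had a median of -1.27 and an SD of 0.0137 across the 1025 genes with a logCPM above 5, and an SD of 0.142 across all rows, where it shifted with the average, to a median of -0.88 for genes with a logCPM up to 2.

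**Figure D2:**
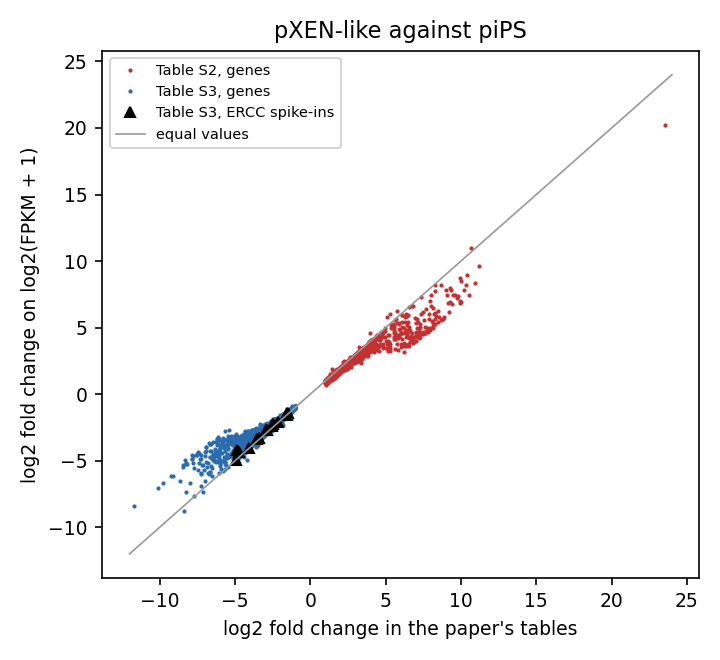
Log2 fold changes of the rows of Tables S2 and S3, with the paper's values on the horizontal axis and those from log2(FPKM + 1) on the vertical axis. Each point is a gene or spike-in and the grey line marks equal values. All 3783 rows have the same sign in both.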

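The first gene of Table S2 has the Ensembl identifier ENSSSCG00000018225. Its FPKM was 823310, 695193 and 3290000 in pXEN-like libraries 1, 2 and 3 and is listed at 0 in the 3 piPS libraries (adjusted p = 2.2e-06 from limma with Benjamini-Hochberg adjustment). It is among 16 genes that reached at least 100000 FPKM, 13 of which are listed at 0 in another library of the same cell type. The last gene of Table S3, ENSSSCG00000010927, had 140 FPKM in piPS library 1, 455 in library 2 and 604 in library 3 and is listed at 0 in the 3 pXEN-like libraries (adjusted p = 2.4e-05 from the same test). The files and tables do not pair these identifiers with gene names. The paper's Table S3 also lists 14 ERCC spike-ins. Their FPKM, which reflects the spike-in added rather than a gene of the cells, was lower in pXEN-like libraries by factors that were not equal. ERCC-00130 had 1842 ± 764 FPKM in piPS and 56.4 ± 11.2 in pXEN-like libraries (SD, n = 3 each), a log2 fold change of -4.94 (standard error 0.32, adjusted p = 3.2e-05 from limma). ERCC-00074 had 489 ± 247 and 158 ± 31.7 FPKM (SD, n = 3 each), a log2 fold change of -1.53 (standard error 0.34, adjusted p = 0.0059 from limma). The ratio of the means was 32.7 for ERCC-00130 and 3.09 for ERCC-00074. All 23 spike-ins with a mean of at least 1 FPKM were lower in pXEN-like libraries, and 21 of them were among the downregulated genes. All 23 were also lower under the other scalings tried, except scaling to the spike-ins themselves, where 17 were lower and 6 higher. In 20 of the 23, every piPS library was above every pXEN-like library, where chance gives 10% for a single spike-in with 3 libraries against 3 in both directions together. Spike-ins of a library share the amount added and the library size, so the 23 are not independent of each other. Summed over all spike-ins, the FPKM was 3392 ± 1394 in piPS and 366 ± 75.8 in pXEN-like libraries (SD, n = 3 each). If the libraries of the cell types were prepared differently, this would also enter the calls of genes, which cannot separate it from the cell type.

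**Figure D3:**
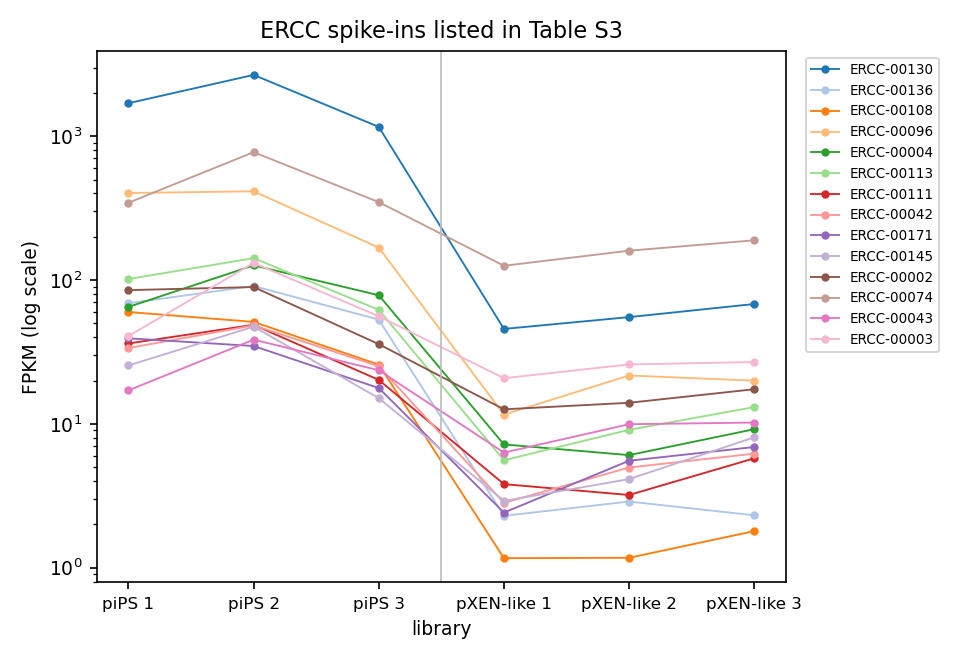
FPKM of the 14 ERCC spike-ins of Table S3 in each of the 6 libraries, on a log scale. Each line joins the values of 1 spike-in. The fall from piPS to pXEN-like libraries is steep for ERCC-00130, with a log2 fold change of -4.94, and shallow for ERCC-00074, with -1.53.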

Compared with piPS, pXEN‐like cells had 1776 upregulated genes and 1988 downregulated genes (Figure 4C, Tables S2 and S3). Signalling pathway analysis showed that the upregulated genes were mostly enriched in disease related bioprocess, while the downregulated genes were mostly enriched in biosynthesis and metabolism relation (Figure 4D‐E).

**Figure 4:**
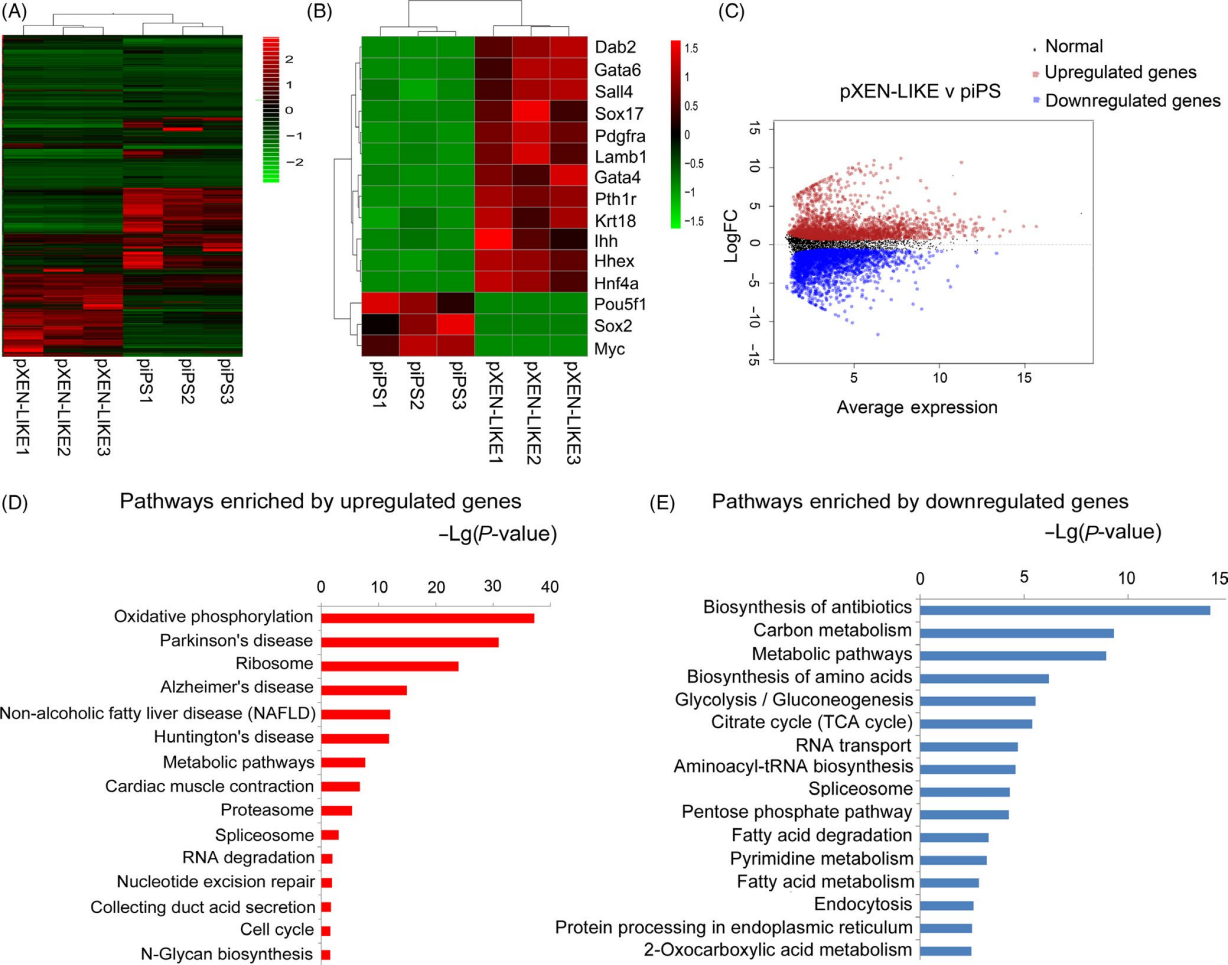
RNA‐seq analysis of pXEN‐like cells and piPS cells. A, Hierarchical cluster of transcriptome data using Spearman's correlation coefficient as a measure of distance between columns. B, Heatmap of gene expression levels for pXEN‐like cells and piPS cells. C, Volcano plot showing the differential expressed genes between pXEN‐like cells and piPS cells. D, Signalling pathway enrichment in upregulated genes of pXEN‐like cells compared with piPS cells. E, Signalling pathway enrichment in downregulated genes of pXEN‐like cells compared with piPS cells

### 3.5 Both derivation and maintenance of pXEN‐like cells are dependent on FGF/MEK signalling

Since the culture medium contained only two cytokines, LIF and bFGF, we studied their effects on the maintenance of pXEN‐like cells. The results showed that the cell viability was reduced in the absence of bFGF, but not LIF (Figure 5Aa‐C). Then, we tested the expression levels of genes involved in LIF and FGF signalling pathways. We found most of genes related to FGF/MEK signalling were upregulated, while all of LIF signalling related genes were downregulated (Figure 5B). Meanwhile, the XEN marker genes were slightly upregulated in the medium without LIF (Figure S2). To verify the effect of FGF/MEK signalling on the maintenance of pXEN‐like cells, we used the FGF/MEK signalling pathway inhibitor PD0325901 to treat the cells and then evaluated their viability. The result showed the percentage of Trypan Blue positive cells changed in a dose dependent manner on PD0325901 (Figure 5Ad‐F, C).

**Figure 5:**
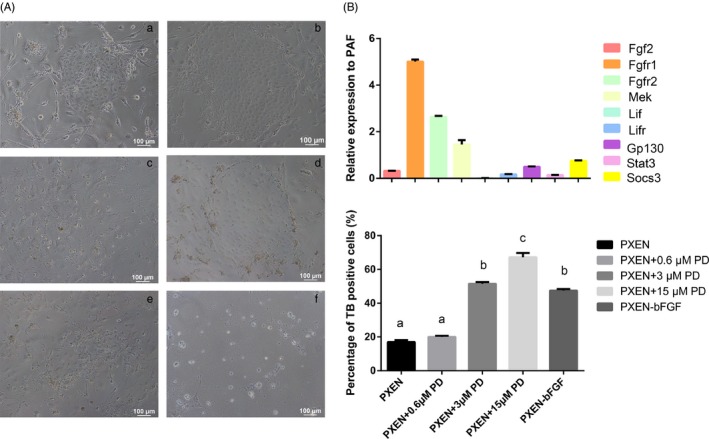
pXEN‐like cells are dependent on FGF/MEK signalling. A, pXEN‐like cells culture in PXEN (a), PXEN‐LIF (b), PXEN‐bFGF (c), PXEN + 0.6 μmol/L PD (d), PXEN + 3 μmol/L PD (e) and PXEN + 15 μmol/L PD (f) media for 2 d. B, Quantitative RT‐PCR assay for LIF signalling related genes and FGF/MEK signalling related genes. Expression levels of the genes were relative to those of PAF. C, Cell viability was evaluated by Trypan Blue staining. Values with different superscripts were significantly different (*P* < .05)

Then, we tried to derive new cell lines from porcine blastocysts using PXEN culture medium without bFGF or addition of PD0325901. As a result, neither of the culture system supported new cell derivation (Table 2). These results demonstrated that both derivation and maintenance of pXEN‐like cells were dependent on FGF/MEK signalling.

### 3.6 Conversion of pig embryonic stem cells to pXEN‐like cells by bFGF

We then tried to establish pES cells with expanded pluripotency from porcine embryos using EPSCM as culture medium and finally obtained cells expressing pluripotent marker genes (Figure S3, Table S1). When we added bFGF to the medium, the cells exhibited XEN‐like clone morphology (Figure 6A) and expressed XEN marker genes *Gata4*, *Gata6* and *Sox17* but not pluripotent genes *Nanog*, *Oct4* and *Sox2* and TE marker gene *Cdx2* at both RNA and protein levels (Figure 6B‐C). Besides, these cells could differentiate into PE and VE upon appropriate induction (Figure 6D‐E). These results indicated that bFGF adding induced pESCs to turn to pXEN‐like cells.

**Figure 6:**
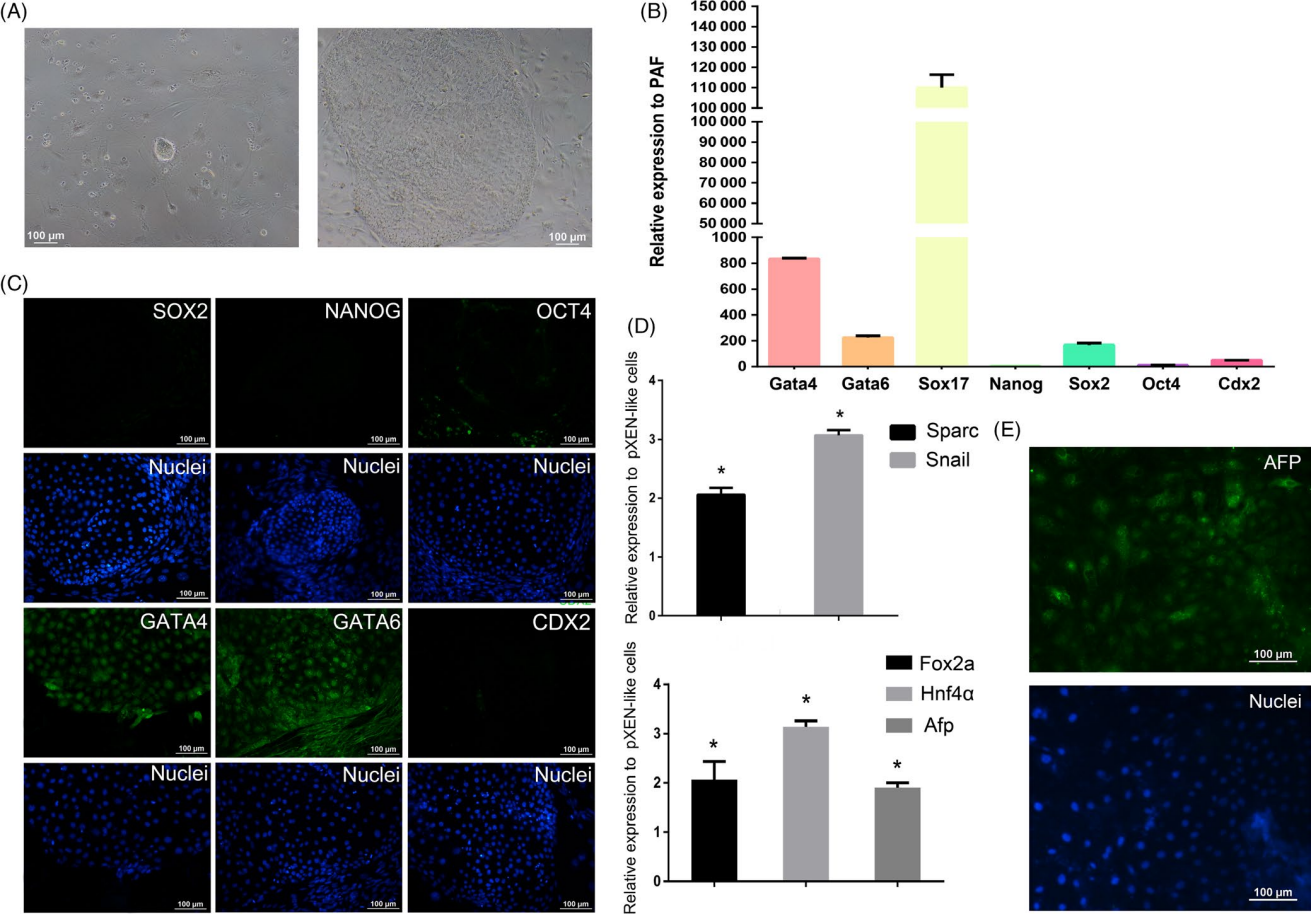
bFGF induce pES cells to turn to pXEN‐like cells. A, The morphology of the third passage of pES cells (left) and pXEN‐like cells (right). pES cells were treated with bFGF, and after 2 d, the clones changed to pXEN‐like morphology. B, Expression levels of *Nanog*, *Oct4*, *Sox2*, *Gata4*, *Gata6*, *Sox17* and *Cdx2* were evaluated by quantitative RT‐PCR. Expression levels of the genes were relative to those of PAF. C, Fluorescence analysis of pXEN‐like cells (green). Nuclei were stained with Hoechst 33342 (blue). D, Expression levels of PE marker (*Sparc* and *Snail*) and VE marker (*Fox2a*, *Hnf4a* and *Afp*) were evaluated by quantitative RT‐PCR. Expression levels of the genes were relative to those of pXEN‐like cells. E, Fluorescence analysis for AFP (green). Nuclei were stained with Hoechst 33342 (blue)

## 4 DISCUSSION

The extraembryonic lineage of mammals is essential for the nutritive support of foetus and the patterning of early embryos As a major extraembryonic lineage, PrE is the secondary formed tissue during embryogenesis in mammals.^7^ XEN cells are a kind of stem cells isolated from the PrE, which have the same characteristics with PrE cells.^7^, ^8^

Here, we obtained pXEN‐like cells from day 6‐7 blastocysts in a serum‐free culture system. The pXEN‐like cells resembled mouse XEN cells with large and flat clone morphology. They expressed XEN marker genes *Gata4*, *Gata6* and *Sox17* but not pluripotent or TE markers. Like PrE, the pXEN‐like cells could differentiate into VE and PE upon induction. Compared with piPS cells, the pXEN‐like cells had 1,776 upregulated genes and 1988 downregulated genes, and FGF/MEK signalling was essential for their maintenance and induction.

Previous data showed that induced XEN cells rose in parallel to the iPS cells, indicating that pluripotent transcription factors drove cells to distinct cell fates during cell reprogramming.^11^ Meanwhile, we found two types of cells appeared at the beginning of porcine embryo inoculation for pluripotent cell derivation, one was compact and the other was flat. The cells with compact clonal morphology depend on high concentration of LIF for survival,^15^ and the flat ones were the pXEN‐like cells, depending on FGF/MEK signalling. Thus, we inferred that the two kinds of cells were from different cell types. As for mouse, naive ES cells required LIF/STAT3 signalling activation,^28^ and the data from single‐cell transcriptome sequencing of porcine early embryos showed that *Stat3* was also specifically expressed in ICM.^29^ At the same time, Shen et al found that activation of STAT3 could increase the cell number of ICM and the expression levels of pluripotent factors in porcine early blastocysts.^30^ So, LIF/STAT3 signalling pathway may be important for the authentic porcine ES cell derivation.

However, in mouse embryos, Fgfr2 is enriched in PrE cells, and embryos that lack ICM‐derived Fgf4 will affect the PrE development.^31^ As for mouse XEN cells, their maintenance needs FGF/ERK signalling activation, and FGF/ERK signalling is also required for mouse ESC differentiation to XEN cells.^8^, ^10^ In this study, our result confirmed that the pXEN‐like cells were also dependent on FGF/ERK signalling pathway. Therefore, we inferred that this pathway might be also important for porcine PrE development, although further experiment is needed. In addition, bFGF treatment could induce pXEN‐like cells in a pES cells culture condition. This indicated that inhibition of FGF/ERK signalling pathway may be favourable for the establishment of porcine ES cell lines.

As we know, the morphology of pXEN‐like cells is similar to primed state ES cells, which also depend on FGF signalling pathway. But the primed state ES cells derived from ICM^32^ or epiblast,^6^ expressed pluripotent markers such as *Oct4*, *Nanog* and *Sox2*. Additionally, these cells can differentiate into 3 germ layers in vitro and in vivo, just like the pES cells.^15^, ^16^, ^33^ However, the pXEN‐like cells expressed XEN marker genes but not pluripotent markers, and upon in vitro induction, they could only differentiate into extraembryonic endoderm.

In summary, we directly obtained cell lines with XEN cell characteristics from porcine blastocysts for the first time. The pXEN‐like cells are useful tools to study porcine embryo development and cell differentiation, which also represent a promising cell source for human regenerative medicine. Our study may also provide some clues for deriving authentic porcine ES cells.

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

Yan Li conceived the study, designed and carried out the experiments, and drafted the manuscript; Shuang Wu, Yang Yu, Heng Zhang, Renyue Wei, Jiawei Lv, Mingming Cai, Xu Yang carried out the experiments and participated in data analysis; Yu Zhang drafted and revised the manuscript; Zhonghua Liu supervised the study and supplied the funding. All authors have read, discussed and approved the final manuscript.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

## Data Availability

RNA sequencing raw data was uploaded to the National Center for Biotechnology Information database under the accession number GSE140414. Other relevant data are within the manuscript and its Supporting Information files.

# Supplementary material for: Derivation of porcine extraembryonic endoderm‐like cells from blastocysts
**Source:** Cell Prolif. 2020 Mar 20;53(4):e12782. doi: 10.1111/cpr.12782
**Supplement:** Supplementary file 4

**Table.S1 Establishment of pES cells in EPSCM medium**

| Medium | No. of Embryos | Attached embryos (%) | Outgrowth(%) | Stable passage(%) |
| --- | --- | --- | --- | --- |
| EPSCM | 41 | 20(48.7±1.1) | 5（25.0±6.7） | 1（20.0±14.1.） |

The experiment was repeated three times.

Different superscripts in the same column represented significant differences (P<0.05).

# Supplementary material for: Derivation of porcine extraembryonic endoderm‐like cells from blastocysts
**Source:** Cell Prolif. 2020 Mar 20;53(4):e12782. doi: 10.1111/cpr.12782
**Supplement:** Supplementary file 7

**Supporting Information**

**Supplementary Table**

**Table.S1 Establishment of pES cells in EPSCM medium**

**Table.S2 pXEN-like cells vs piPS cells up-regulated genes**

**Table.S3 pXEN-like cells vs piPS cells down-regulated genes**

**Supplementary Figure legends**

**Fig.S1 Isolation and culture of TE cells.** (A) Sketch map for TE isolation and culture. (B) The EGFP-labeled TE cells (green) were cultured for 7 days.

**Fig.S2 Expression levels of XEN marker genes were evaluated by quantitative RT-PCR.** Expression levels of the genes were relative to those of PAF.

**Fig.S3 Characterization of pES cells.** (A) A typical image of outgrowth in EPSCM. (B) The morphology of the third passage of pES cells. (C) Expression levels of *Nanog*, *Oct4* and *Sox2* were evaluated by quantitative RT-PCR. Expression levels of the genes were relative to those of PAF. (D) Fluorescence analysis of pluripotent makers NANOG, OCT4 and SOX2 in pES cells (green). Nuclei were stained with Hoechst 33342 (blue).

How the deposited data were processed for this re-analysis (not part of the article)

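RNA from 3 libraries of pXEN-like cells and 3 libraries of piPS cells was sequenced. Samples were grouped by the cell name and replicate number in the sample labels, which are the names shown in Figure 4A and B. The extraction text in the labels speaks of retinas, a tissue this study does not use, and was not relied on.

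The authors aligned the reads to the pig genome Sscrofa10.2 (Ensembl 87) with TopHat2 at default settings and deposited FPKM values, which are divided by transcript length and by library size. The program that computed FPKM is not named in the paper's text. The table lists 25322 Ensembl genes and 92 ERCC spike-ins for the 6 libraries, and replicates were not pooled. Library preparation, any removal of duplicates and any scaling between libraries are not described in the paper's text. The paper's differential expression was computed with DESeq2 according to its methods. That step needs read counts, which were not used here, so it was not repeated.

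All computations were made in R 4.3.3 with limma 3.58.1. FPKM values were used as deposited. Genes and spike-ins with a mean of at least 1 FPKM over the 6 libraries were kept, values were transformed as log2(FPKM + 1), and pXEN-like libraries were compared with piPS libraries by lmFit and eBayes with an intensity trend and no other covariate. Fold changes on this scale understate the change of genes with low values. Genes were called at an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, which is the level of significance stated in the paper and the limit seen in Tables S2 and S3. Benjamini-Hochberg adjusted p-values were computed over all genes tested, and adjusted p-values in the text come from limma. Correlations between libraries were Spearman's, as in the legend of Figure 4A, with complete linkage.

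The test was checked on simulated data in which 200 of 9929 genes were changed by 2 on the log2 scale. The changed genes were drawn only from genes with higher mean values, equally often up and down. Noise was independent between genes, and no difference in scaling between libraries was simulated. It called 97% of the changed genes in the right direction, and 4.86% of the unchanged genes had p under 0.05. At an adjusted p under 0.05, it called 80% of the changed genes. These percentages do not cover changed genes with low values, a large share of changed genes or the effect of scaling.

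The files give no read counts, so no counting error or detection floor can be stated. The relative depth of the libraries was read from the most frequent ratio of low FPKM values to those of pXEN-like library 3, in bins of 0.02 on the log2 scale. A named gene listed at 0 FPKM in all 3 libraries of a cell type was reported as such, with the value of each library and no fold change. The precision of each value is given by the spread over 3 libraries per cell type. The paper's text does not state whether these libraries came from different lines or embryos. Their spread, and the p-values that rest on it, may therefore not cover differences between lines of a cell type.

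The alternatives tried were a pseudocount of 0.1, other filters on low values, 4 other scalings between libraries, a model with the replicate number as a block, limma without the trend, other thresholds, other correlations and linkage, and leaving out each library in turn. The limits used in the tests of the closing part were chosen after looking at the values, and a list of spike-in subgroups was written from general knowledge after the spike-in values had been seen. Replicates share numbers in the labels, but the paper does not state that equal numbers were paired, and the cells of the 2 groups have different origins.

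Genes named in the text were to be the genes of Figure 4B, Table 1 and Figure 5B, the 5 genes with the largest change in each direction among those with a gene name, the first gene of Table S2, the last gene of Table S3 and the ERCC spike-ins. The files identify genes by Ensembl identifier only, and 0 of the identifiers could be paired with a gene name. The marker genes of Figure 4B, the genes measured by PCR and the pathways of Figure 4D and E were therefore not analysed here.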

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

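The tests in this part were chosen after the result was seen.

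The paper does not discuss the ERCC spike-ins, apart from listing 14 of them as downregulated genes in Table S3. They drew attention as a signal outside what the paper analyses: values were above 0 for 20 of the 92 spike-ins in all 6 libraries, while 36 were at 0 in every library. The between-group differences of the 15 spike-ins with a mean of at least 5 FPKM and values above 0 in all libraries ran from -4.99 to -0.75 on the log2 scale, pXEN-like minus piPS, and all were negative. If the libraries had received different amounts of a single mix, or held different amounts of RNA, all spike-ins would shift by the same factor. The SD of the differences across spike-ins was 1.35, which is 5.27 times the 0.257 that the spread between replicates gives, so a single factor does not account for the pattern. A candidate explanation is that the cell types received different mixes of a spike-in kit sold as a pair, in which subgroups of spike-ins differ in concentration by set ratios. The assignment of spike-ins to the subgroups A to D was written from general knowledge of the kit after the spike-in values had been seen. It is therefore not independent of these values, and it should be checked against the manufacturer's sheet. The median difference was -4.88 in subgroup A (4 spike-ins), -2.96 in B (3), -2.76 in C (4) and -1.50 in D (4). The mean of subgroup A, the one with the largest ratio between the mixes, minus the mean of the others was -2.20 (two-sided exact permutation test over 1365 arrangements, p = 0.0022). Since the grouping was drawn up with the values known, this p does not decide for the mixes, and the pattern cannot be told apart from that explanation. The pooled SD within subgroups was 0.718, still above the replicate error, so the mixes would not account for all of the spread. Effects of spike-in length or GC content were not tested. A difference in RNA amount can be present in addition to different mixes, and no biological explanation was tested. Scaling the libraries to these spike-ins assumes a single factor, which the spread speaks against, and it moved the median log2 fold change of all genes by 2.09. All 23 spike-ins with a mean of at least 1 FPKM were lower in pXEN-like libraries as deposited and with quantile, median-of-ratios and top-20 rescaling; with spike-in scaling 17 were lower and 6 higher.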

How the results depend on the processing

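The alternatives, including a minimum mean of 5 FPKM, were set before the data were examined, except the filter for more than 1 FPKM in at least 3 libraries, which was chosen after seeing the rows of Tables S2 and S3 and gave 2393 upregulated and 3051 downregulated genes. The overlap with Tables S2 and S3 was to be recomputed with the adjusted p, the pseudocount of 0.1, median-of-ratios scaling and all genes above 0; its other recomputations were chosen after seeing the data.

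The number of upregulated genes fell from 2344 to 1362 when libraries were rescaled without the 20 highest genes and rose to 6839 with ERCC spike-in scaling. The number of downregulated genes fell from 3047 to 1981 with a mean FPKM of at least 5 and to 774 with ERCC spike-in scaling. Rescaling without the 20 highest genes gave 4392 downregulated genes. The share of upregulated genes among the calls was 43.5% as deposited, 23.7% after the rescaling and 89.8% with spike-in scaling, while it was 47.6% after quantile normalization and 48.3% after median-of-ratios scaling. The median log2 fold change of all genes was -0.13 as deposited. It moved by 0.13 with a mean FPKM of at least 5, by 0.14 with quantile normalization, by 0.15 with median-of-ratios scaling, by -0.65 with the rescaling and by 2.09 with the spike-ins. Directions of genes with changes smaller than these shifts depend on the scaling. Of the genes called as deposited, all 2344 upregulated ones stayed called with median-of-ratios scaling, as did 2787 of the 3047 downregulated ones, and the rescaling kept all 3047 downregulated ones but 1362 of the upregulated ones. Quantile normalization kept 2179 of the upregulated and 2691 of the downregulated genes. Spike-in scaling kept all 2344 upregulated genes but 750 of the downregulated ones. Across the 6 fits that each left out one library, 2146 to 2450 genes were upregulated and 2614 to 3172 downregulated.

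Of the genes of Table S2, 1697 were called upregulated as deposited and 913 with the rescaling, and of the genes of Table S3, 1929 were called downregulated as deposited and 478 with spike-in scaling, where 383 others of Table S3 were called upregulated. Across the 6 fits that each left out one library the overlap ran from 1555 to 1709 genes of Table S2 and from 1787 to 1945 genes of Table S3.

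The mean correlation between the cell types was 0.645. It was 0.768 with all genes above 0 in at least 1 library, 0.571 with a mean FPKM of at least 5 and 0.707 with Pearson's correlation of log2(FPKM + 1). It ran from 0.620 to 0.667 across the 6 computations that each left out one library, and the mean within the cell types ran from 0.943 to 0.954. The cell types were separated at the first division of the dendrogram in each of the 11 settings run. The median log2 fold change of the spike-ins was -2.28, against -3.43 with a pseudocount of 0.1 and -0.60 with every spike-in above 0 in at least 1 library. These differences follow from the scale, on which changes of low values are understated: ERCC-00116, with a mean of 4.66 FPKM in piPS and 0.0205 FPKM in pXEN-like libraries, has a log2 fold change of -2.43. The lower pseudocount reduces this, and the lower filter adds spike-ins with a mean under 1 FPKM.

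The replicate block gave 2352 upregulated and 3035 downregulated genes. The deviations from the group means of same-numbered libraries had a mean correlation of -0.05 over 3 pairs, against 0.03 over the 6 pairs with different numbers, so the numbers do not pair the libraries measurably.

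With 3 libraries against 3 there are 10 splits of the libraries. Only 4 of them part all 3 same-numbered pairs, and 1 of these 4, the real one, gave as many upregulated genes, and again 1 of the 4 as many downregulated genes. The other 3 gave between 13 and 37 genes in both directions together, against 5391, and the 6 splits that part a single same-numbered pair gave between 19 and 26. All splits but the real one mix the cell types within each group, so the difference between cell types enters the spread and lowers these counts. They are therefore no estimate of the number of false calls. A share under 0.05 is out of reach with so few splits.

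The alternatives for the marker genes and for pathway enrichment were not run, since gene identifiers were not paired with names. The 2 identifiers named at Table S2 and Table S3 are listed at 0 in all 3 libraries of a cell type, so their direction was fixed under every alternative run, and they show no stability of the results. Absolute depth is unknown, which limits the results for genes listed at 0 in a cell type: the most frequent ratios give a relative depth of 0.819 to 1 in the pXEN-like libraries and 1.99 to 2.08 in the piPS libraries, but the next most frequent ratios give relative depths of 1.04, 0.664 and 1.01 in piPS libraries 1, 2 and 3, and of 1.64 and 1.88 in pXEN-like libraries 1 and 2, so it is open whether 0 says less in one cell type.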

Differences from the paper's values

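The paper reports 1988 downregulated genes, and 3047 were found here. Among the alternatives set before the data were examined, the values within 1.5 times the paper's were 1981 with a mean FPKM of at least 5, 2783 with quantile normalization, 2787 with median-of-ratios scaling, 2614 without piPS library 1 and 2962 without piPS library 2. The gap remained with a pseudocount of 0.1 (3319) and with all genes above 0 in at least 1 library (3234). It also remained with the rescaling without the 20 highest genes (4392), with the replicate block (3035) and without the trend (3045). The same held with the adjusted p (3015), with no minimum fold change (3904) and with any of the other 4 libraries left out (2988 to 3172). With spike-in scaling (774) the gap reversed, and the paper's number was more than 1.5 times the one found here. The filter for more than 1 FPKM in at least 3 libraries, chosen after seeing the values, gave 3051.

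For upregulated genes the paper's text gives 1776 and its Table S2 lists 1795, against 2344 found here, which is within 1.5 times of both. With spike-in scaling (6839) and with no minimum fold change (3257) the number was more than 1.5 times both of the paper's. With the other alternatives set before the data were examined it was within 1.5 times of both, from 1362 with the rescaling to 2605 with median-of-ratios scaling, and a mean FPKM of at least 5 gave 1741. Downregulated genes outnumbered upregulated ones in the paper and here, but not with spike-in scaling. The methods of the paper name DESeq2, while its tables carry columns for an F statistic and for logCPM. Of the rows of Table S2, 1773 have an FDR under 0.05, as have 1979 of Table S3. The largest FDR in these tables is 0.0734.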

Other observations

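The tests in this part, their limits and the levels of expression used were chosen after the results were seen, and the test of carry-over was changed after its first result.

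The average expression in Tables S2 and S3 (logCPM) is the paper's value and was set against the mean FPKM of the same genes. Across all 3783 rows the Pearson correlation with log2 of the mean FPKM was 0.999, across genes, which are not independent replicates. Among the 1025 rows with a logCPM above 5, the difference of both was -1.27 with an SD of 0.0137. Over all rows the SD was 0.142, above the limit of 0.1 used for the test. This comes mostly from a shift with the average. The median difference was -0.88 at a logCPM up to 2, -1.06 from 2 to 3, -1.17 from 3 to 4 and -1.23 from 4 to 5. Between genes next to each other in mean FPKM, the SD divided by the square root of 2 was 0.00982. The source of the shift was not tested. An average computed from read counts would differ from FPKM by the length of each transcript, but transcript lengths were not used here and their spread was not measured. A candidate explanation is therefore that the comparison was run on FPKM values in place of read counts. The lowest logCPM in the tables is 1.05, and every row has more than 1 FPKM in at least 3 libraries. The lowest mean of a row is 3.05 FPKM, above the minimum mean of 1 FPKM used here.

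The files hold FPKM values far above those of the other genes. At least 100000 FPKM was reached by 16 genes and at least 1000000 by 10 of them, with a highest value of 3560000. Of the 16 genes, 12 were above 0 in a single library and 13 were listed at 0 in a replicate of the cell type in which they were highest. Together with the next highest genes these values make the FPKM total unsuitable as a scale, since the 20 highest genes held between 54.9% and 89.2% of it. No explanation was tested.

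The correlation between a piPS and a pXEN-like library rose with the replicate number on both sides, from 0.553 for the libraries numbered 1 to 0.714 for those numbered 3. Noise of lowly expressed genes would make the gap close among highly expressed genes. At a mean of at least 20 FPKM (3797 genes) the values were 0.340 and 0.607, and at a mean of at least 100 FPKM (1509 genes) they were 0.189 and 0.450, a gap of 0.26, so this explanation is not borne out. RNA of one cell line carried over into libraries of the other would leave each gene that is high in one cell line with a minimum share in the other. The fifth percentile of that share, over genes with a mean of at least 100 FPKM in one cell type, was 3.70%, 3.77% and 2.71% in piPS libraries 1, 2 and 3, and 3.72%, 6.24% and 7.72% in pXEN-like libraries 1, 2 and 3. These were computed second. The test was first run on the first percentile, which was 0 in all 6 libraries. This would speak against carry-over as the source of the pattern if the genes concerned were high in every replicate. Of the 16 genes that reached 100000 FPKM, however, 12 were above 0 in a single library. Such genes can be at 0 in the other cell type even with carry-over, so the first percentile does not decide. The fifth percentile was then taken instead because values of 0 can be failed estimates in such a table, which was not tested. The fifth percentile rose with the replicate number in the pXEN-like libraries but was lowest in piPS library 3, whose correlations with the pXEN-like libraries were the highest, and genes active in both cell types give such shares as well, so it cannot separate carry-over from shared expression. No explanation tested here accounts for the pattern. GC content and transcript length were not tested. The labels give passage 15 to 25 for both cell types and no passage for each library. Whether replicates of a cell type differed in passage is therefore open, and this could not be tested.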
